A study of Homo sapiens with 4 samples. Its data were reported in "Overexpression of VIRMA confers vulnerability to breast cancers via the m6A-dependent regulation of unfolded protein response" (2023).

How the data were processed

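Poly-A-enriched RNA of SKBR3 cells, an established HER2-positive breast cancer line, was sequenced in 4 libraries. Per the labels, 2 libraries came from cells expressing eGFP (eGFP control) and 2 from cells overexpressing VIRMA, a component of the complex that writes N6-methyladenosine (m6A) on RNA. The libraries were made with a stranded kit. The culture text attached to all 4 libraries describes a low-oxygen chamber and a protein lysate, while the study treats its RNA sequencing as cells in ordinary culture, so the oxygen level of these cultures is uncertain and is taken to be the same in both groups.

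The authors trimmed the reads with Trimmomatic, aligned them to the human genome with STAR and counted reads per gene with featureCounts; the deposited values are raw counts per gene, not normalized, with each gene's exon coordinates and exonic length. Whether the counting used strand, and how reads with several alignments were treated, is not stated, so values of overlapping, antisense and near-identical genes are uncertain. The columns of the control libraries name the control. The columns of the VIRMA-overexpressing libraries carry a number in place of a name and were assigned as the remaining group, with the replicate number in the column name; VIRMA itself, reported first, checks this assignment. All columns of per-sample values were used.

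The table had 56271 rows. Its coordinates are GRCh38: of the 34009 rows whose symbol is in the GENCODE annotation used here, 99.84% lay at an overlapping position. Biotypes were taken from that annotation by symbol for 33956 rows and by exon overlap on the same strand for 22032 rows, and 283 rows had no match. In 28 rows the symbol had been turned into a date, and 135 rows had exons on more than 1 chromosome. No row was a total or lacked a gene. VIRMA is listed under its older symbol KIAA1429.

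RPKM was computed from the deposited counts, the library totals and the deposited exonic lengths, and the 12205 genes with RPKM above 1 in at least 2 of the 4 libraries were tested. Groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, group as the only term and Benjamini-Hochberg adjustment over all tested genes. Genes past the thresholds had an adjusted p below 0.05 and a log2 fold change above 1 or below -1, the thresholds of the study's methods. The standard error of a log2 fold change is the estimate divided by the square root of its F statistic. CPM is the count scaled to library size after TMM, given as mean ± SD over the 2 libraries of a group. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a p below 0.33, so the tests rest on the spread shared across genes. Counts were simulated for 12205 genes, of which 200 were changed, all by the same size above the fold-change threshold and equally up and down. The test recovered 96.5% of the changed genes. It called 0 unchanged genes with the fold-change threshold, or 8 at the adjusted p alone. The spread was drawn from the fit itself. The simulation does not check the scaling or the error rate when 71% of genes pass the adjusted p, as here, nor the recovery of changes near the threshold.

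The 10 gene lists were written before the data were examined and tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over the 10 lists. The genes of 3 lists (ER stress response genes with raised m6A peaks, genes with raised m6A peaks, genes with lowered m6A peaks) are names the study chose on libraries of the same cells, so they are not independent evidence. The lists also share genes: of the 40 PERK-ATF4 targets, 20 are in the list with raised m6A peaks and 9 in the ER stress list, and of the 40 XBP1-ATF6 targets, 10 and 14, so their results partly rest on the same genes. The ER stress list is the study's ontology term for raised peaks and the list with raised m6A peaks is its table of mRNA targets; of the 37 ER stress genes, 21 are in that table. The other 16 carry the label from the ontology term and not from that table. Among them are ATF6 and EIF2AK3, for which the paper's text also reports m6A peak enrichment. Peaks are not analysed here. A further 8 lists were written after the first look at the data and are used only for the added observations: erythroid markers, leukocyte markers, the other genes of the beta-globin cluster, MondoA targets, SREBP2 targets, snoRNA host genes, nuclear-retained lncRNAs and cytosolic ribosomal protein genes.

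The genes named were set before the data were examined: VIRMA and the other members of its complex, NEAT1, XIST and genes of the unfolded protein response; the 5 largest and 5 smallest log2 fold changes among genes past the thresholds with no overlap between groups and a mean RPKM of at least 5 in the higher group; and the 3 lncRNA genes with the smallest adjusted p in each direction. Any other gene named was chosen after its values were seen.

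The alternatives were DESeq2 1.42.0, limma-voom, 3 other scalings, 3 other filters on low counts, the replicate number as a block, leaving out each library in turn, other thresholds, lncRNA genes that overlap no protein-coding gene, other gene list tests, and subtraction of the trend of log2 fold change on exonic length or exonic GC content (loess, span 0.5). Library totals ran from 81446932 to 86375474 counts. A count of 0 allows up to 3 counts, or 0.0368 CPM in the smallest library; this floor covers counting error only.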

Results

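RNA sequencing of SKBR3 breast cancer cells compared 2 eGFP control libraries with 2 libraries of VIRMA-overexpressing cells. The comparison asks which transcripts change when VIRMA, a scaffold of the m6A writer complex, is raised. The control libraries held 85389375 and 86375474 counts and the VIRMA-overexpressing libraries 82942841 and 81446932. Mitochondrial genes took 11.4% and 11.6% of the control counts and 12.8% of the counts in each VIRMA-overexpressing library. The gene with the most counts in every library was MT-CO1, at 3.43% to 4.17%. TMM factors were 0.973 and 0.968 in the controls and 1.03 in both VIRMA-overexpressing libraries.

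Replicates were close but not identical. The chi-square per degree of freedom between replicates was 6.34 in the controls and 5.18 in the VIRMA-overexpressing cells, above sampling noise. The median absolute log2 difference was 0.066 between the control replicates, 0.064 between the VIRMA-overexpressing replicates and 0.335 between the group means. The biological coefficient of variation was 3.93%. The spread is that of replicate libraries, and a difference between the cell populations or dishes of the 2 groups cannot be told apart from an effect of VIRMA.

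VIRMA (KIAA1429; GRCh38 chromosome 8, 94487693 to 94553529, minus strand) had 710 and 682 counts in the controls and 3437 and 3460 in the VIRMA-overexpressing libraries. This was 8.42 ± 0.277 CPM against 41.2 ± 0.894 CPM (SD, n = 2). The log2 fold change was 2.29 (SE 0.0685, edgeR adjusted p 9.74e-26), or 4.89-fold. Counts per gene do not separate the introduced VIRMA from the cells' own. The alternative that moved this value most was scaling by library totals alone, at 2.37.

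The other members of the writer complex changed little. METTL3 had a log2 fold change of 0.12 (SE 0.0454, edgeR adjusted p 0.017), which did not pass under DESeq2 or under the 3 other filters. METTL14 was at -0.05 (edgeR adjusted p 0.595). WTAP fell by 0.14 on the log2 scale (SE 0.0447, edgeR adjusted p 0.00462), and this did not pass with upper-quartile factors or library totals. ZC3H13 was at 0.28, CBLL1 at 0.13, RBM15 at -0.24 and RBM15B at -0.35. The CBLL1 difference did not pass under DESeq2, its size factors in edgeR, limma-voom or the 3 other filters, nor that of RBM15 with upper-quartile factors or library totals. The median over these 7 genes was -0.05, with 3 higher and 4 lower (camera adjusted p 0.648), and it turned positive with library totals (0.035).

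**Figure D1:**
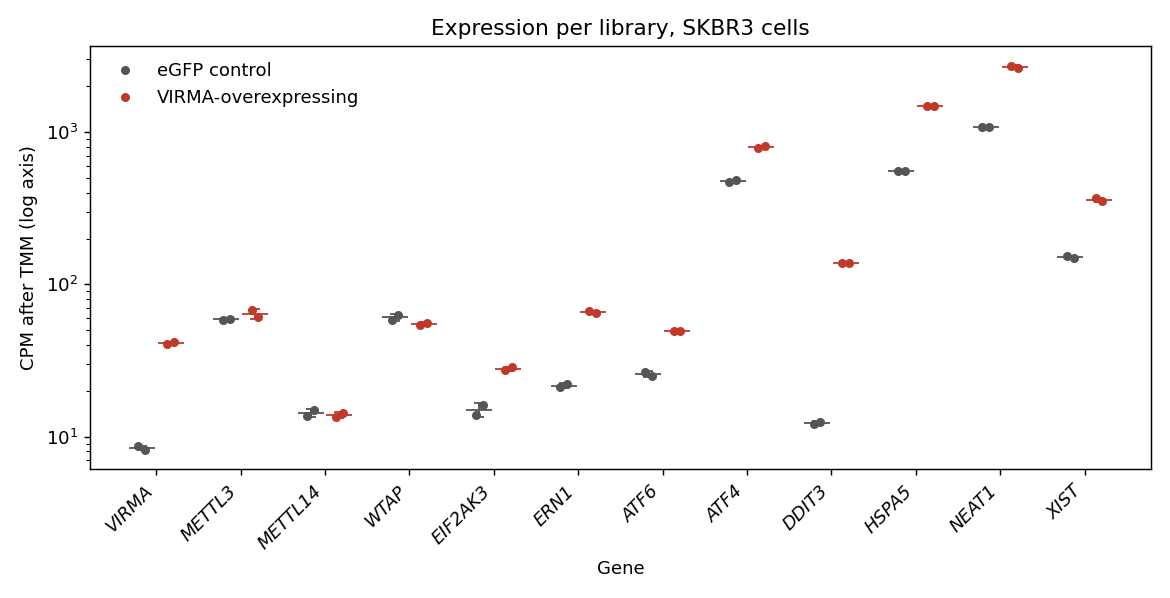
CPM after TMM (log axis) of 12 genes in each library, with eGFP control in grey and VIRMA-overexpressing in red; points are libraries, horizontal marks are means and bars are SD (n = 2). VIRMA rose from 8.42 to 41.2 CPM, while METTL14 stayed at 14.3 and 13.8 CPM.

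Of 12205 tested genes, 552 were higher and 358 lower in VIRMA-overexpressing cells past both thresholds. The excess of higher genes was greater with upper-quartile factors (667 higher, 297 lower) and library totals (681 higher, 285 lower). Dropping the filter on low counts moved these counts most among the filters, to 1137 and 820, of which 475 and 351 were shared. At the adjusted p alone, 4282 genes were higher and 4379 lower, or 71% of those tested. When the fold change was itself tested against 2-fold, 189 were higher and 173 lower. Groups did not overlap in 908 of the 910 genes past the thresholds and in 10289 of all tested genes, where chance gives 33.3%. Protein-coding genes split into 269 higher and 299 lower.

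The largest log2 fold changes under the naming rule were those of GDF15 (chromosome 19, 18374731 to 18389176) and DDIT3 (chromosome 12, 57516588 to 57520517), and of short features. GDF15 rose from 6.22 ± 0.0238 to 103.5 ± 0.105 CPM, a log2 fold change of 4.06 (SE 0.0542, edgeR adjusted p 3.2e-36). DDIT3 rose from 12.28 ± 0.305 to 137.2 ± 0.0472 CPM, a log2 fold change of 3.48 (SE 0.0462, edgeR adjusted p 3.2e-36). MIR3189 (3.65) lies inside GDF15 and MIR616 (3.59) inside DDIT3, and at 73 and 97 bases their counts cannot be separated from those of the host genes. For MIR3189, 1 library decides the value: its control counts were 18 and 1, and without eGFP control replicate 1 the log2 fold change was 6.75. AC079781.5, 123 bases long, was at 3.53. Its position overlaps a protein-coding gene, so its counts may include reads of that gene. Among the lower genes, HBB had 2137 and 1543 counts in the controls and 0 in both VIRMA-overexpressing libraries, at least 604.9-fold lower. TXNIP fell by 4.02 on the log2 scale (SE 0.0594, edgeR adjusted p 6.36e-35), from 83.5 ± 1.17 to 5.16 ± 0.172 CPM. The log2 fold change was -2.98 for FOSB, -2.53 for KLF2 and -2.62 for a clone-named lncRNA gene on chromosome 12, 52058459 to 52059503, minus strand. The position of this lncRNA gene also overlaps a protein-coding gene.

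**Figure D2:**
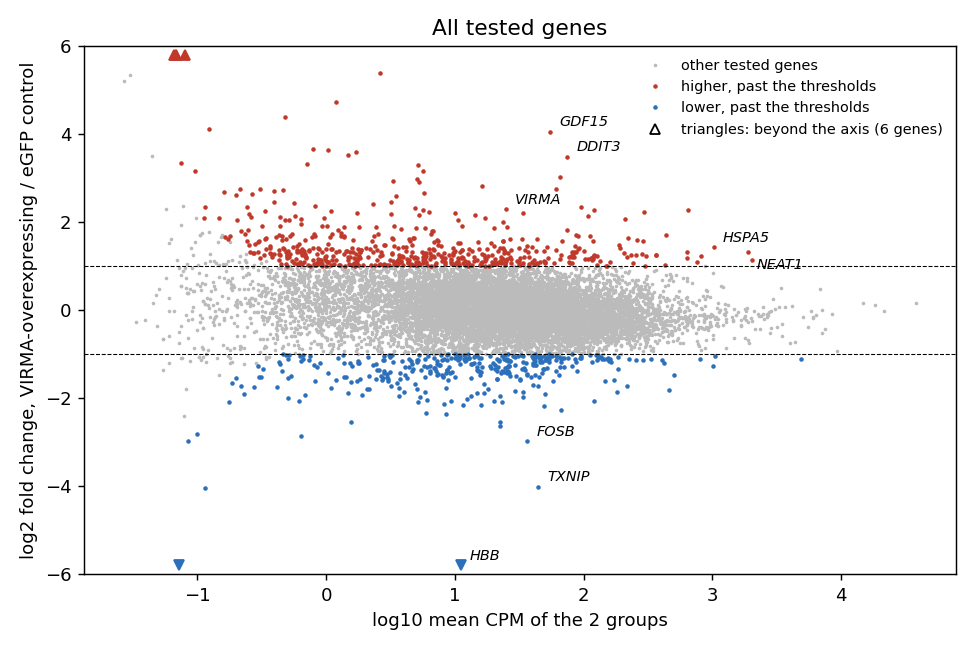
Log2 fold change of VIRMA-overexpressing over eGFP control against log10 mean CPM for the 12205 tested genes; colours mark the 552 higher and 358 lower genes, dashed lines a log2 fold change of 1 and -1, and triangles the 6 genes beyond the axis. TXNIP and HBB lie at the lower end.

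Among 1213 tested lncRNA genes, 170 were higher and 27 lower past the thresholds, so that 86.3% of the lncRNA genes past the thresholds were higher, against 47.4% of the protein-coding ones. The excess was not specific to lncRNA genes: 80.8% of the pseudogenes past the thresholds (63 higher, 15 lower) and 70.2% of the small RNA genes (33 higher, 14 lower) were higher too. Of the lncRNA genes that overlap no protein-coding gene, 51 were higher and 15 lower. NEAT1 (chromosome 11, 65422774 to 65445540, plus strand) rose from 1080 ± 2.59 to 2684 ± 65.2 CPM (SD, n = 2), a log2 fold change of 1.31 (SE 0.0248, edgeR adjusted p 8.61e-32). Its count covers the whole gene and does not itself separate the short and long isoforms. By the paper's account, poly-A-enriched libraries show only the short isoform, because the long one has no poly-A tail. XIST rose by 1.24 and RRP7BP by 1.31 on the log2 scale. The 3 lower lncRNA genes with the smallest adjusted p were that gene on chromosome 12, TMEM191A (-1.28) and a clone-named gene on chromosome 1, 202851828 to 202861620, minus strand (-1.98). RRP7BP and the gene on chromosome 12 overlap protein-coding genes, so their counts may include reads of those genes.

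The study followed transcripts of the unfolded protein response, which cells mount when proteins misfold in the endoplasmic reticulum (ER). The sensors ERN1, ATF6 and EIF2AK3 had log2 fold changes of 1.61 (SE 0.0504), 0.94 (SE 0.0532) and 0.89 (SE 0.0723), with edgeR adjusted p of 3.79e-25, 1.34e-17 and 2.36e-13. Of these, ERN1 passed the fold-change threshold; ATF6 also did with upper-quartile factors (1.008) and library totals (1.022), and EIF2AK3 without eGFP control replicate 2 (1.007). HSPA5 was at 1.43, FICD at 1.39, RHBDD1 at 1.15, DNAJC3 at 0.95, ATF4 at 0.73, SEC31A at 0.66 and XBP1 at 0.11. CREBRF was below the RPKM filter, at 2.03 ± 0.248 CPM in the controls and 5.28 ± 0.328 CPM in the VIRMA-overexpressing libraries (SD, n = 2). Without a filter its log2 fold change was 1.38.

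The 10 gene lists were tested as sets. All 40 PERK-ATF4 targets were higher, with a median log2 fold change of 1.39 (camera of limma, adjusted p 5.36e-17), and 27 passed both thresholds. These are RNA levels and do not measure PERK activity. In unstressed cells the paper saw little change in ATF4 protein or phosphorylated EIF2α, and spliced XBP1 did not change. The median was 0.58 for the XBP1-ATF6 targets (35 of 39 higher, limma adjusted p 6.02e-09) and 0.95 for the ER stress response genes that the study linked to raised m6A peaks (34 of 36 higher, limma adjusted p 9.12e-13). All 32 proliferation genes were lower, with a median of -1.07 (limma adjusted p 1.53e-13), and 17 passed both thresholds. In growth assays the paper found the opposite direction: SKBR3 cells overexpressing full-length VIRMA proliferated more and formed more colonies. The RNA levels do not measure growth, and the cause of this difference was not tested. Genes with raised m6A peaks had a median of 0.74 (322 of 358 higher, limma adjusted p 1.61e-21) and genes with lowered m6A peaks of -0.69 (227 of 262 lower, limma adjusted p 2.77e-17). Immediate early genes had a median of -0.54 (17 of 21 lower, limma adjusted p 0.00132). Hypoxia-induced genes (-0.10, 19 of 29 lower, limma adjusted p 0.0971) and interferon-stimulated genes (-0.17, 6 of 10 lower, limma adjusted p 0.313) did not pass.

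At an edgeR adjusted p below 0.05 over all genes, 33 ER stress genes were higher and 0 lower, against 34 and 1 adjusted over the list alone. For genes with raised m6A peaks these counts were 294 higher and 24 lower over all genes, and 295 and 25 adjusted over the list alone. For genes with lowered m6A peaks they were 22 higher and 211 lower, and 25 and 215 adjusted over the list alone. The counts adjusted over the list alone equalled those over all genes for the other 7 lists: 40 higher for PERK-ATF4 targets, 34 higher and 3 lower for XBP1-ATF6 targets, 32 lower for proliferation genes, 9 higher and 15 lower for hypoxia-induced genes, 2 higher and 5 lower for interferon-stimulated genes, 4 higher and 15 lower for immediate early genes, and 3 higher and 3 lower for the writer complex. Under fry all calls made by camera held, and hypoxia-induced and interferon-stimulated genes passed as well. With an estimated correlation the immediate early genes did not pass, and the other 6 calls held.

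**Figure D3:**
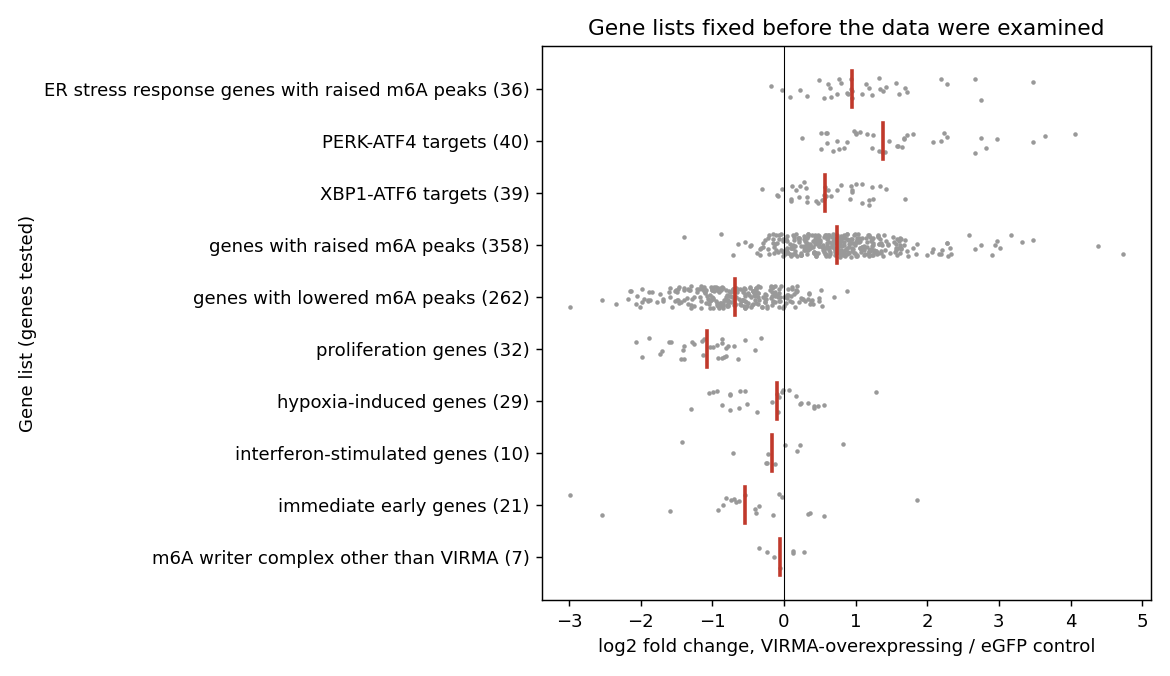
Log2 fold change of each tested gene (points) in the 10 gene lists, with the number of genes tested and the list median (red line). The medians run from -1.07 for proliferation genes to 1.39 for PERK-ATF4 targets.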

Values the study reported

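The study reported that 114 lncRNAs were raised in SKBR3 cells overexpressing full-length VIRMA, at a P value below 0.05 and a fold change above 2. Of these, 10 also carried enriched m6A peaks. On mRNAs, the study counted 655 m6A peaks that were raised by the same thresholds.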

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

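Apart from leaving out libraries, and across the alternatives that gave a test or a count, 442 values kept their direction and side of the adjusted p threshold, or stayed within 1.5 times for a count; 15 were weaker, 4 stronger, 6 reversed and 22 counts moved. VIRMA, NEAT1, ERN1, ATF6 and EIF2AK3, and the medians of the PERK-ATF4, XBP1-ATF6, ER stress, m6A peak and proliferation lists, kept their direction and their side of the adjusted p threshold under every alternative that gave them a test. The fold-change threshold was crossed upward by ATF6 (1.008 and 1.022) and DNAJC3 (1.026 and 1.04) with upper-quartile factors and library totals, and by EIF2AK3 without eGFP control replicate 2 (1.007).

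The filter moved the counts of genes. Higher and lower genes numbered 1044 and 808 with filterByExpr, 1137 and 820 with no filter, and 930 and 689 with at least 10 counts in every library; for lncRNA genes these were 357 and 87, 391 and 89, and 317 and 68. These filters tested 20568, 33976 and 17791 genes in place of 12205, and of the 552 higher genes 455, 475 and 457 were shared. Without a fold-change threshold the counts were 4282 and 4379, and 543 and 102 for lncRNA genes. Tested against 2-fold, they were 189 and 173, and 31 and 5. Among lncRNA genes overlapping no protein-coding gene they were 51 and 15. Upper-quartile factors gave 667 higher and 297 lower genes and library totals 681 and 285, a greater excess of higher genes. DESeq2 gave 513 higher and 350 lower genes, of which 513 and 346 were shared.

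The small changes in the writer complex depended on the scaling and the filter. METTL14 reversed with upper-quartile factors (0.02) and library totals (0.035), and so did the median of the writer complex (0.02 and 0.035). WTAP no longer passed at -0.073 and -0.059 under these scalings. They shift the median of all tested genes by 0.072 and 0.086, and these moves are of that size. METTL3 no longer passed under DESeq2 (0.117) or with filterByExpr (0.078), no filter (0.087) or at least 10 counts in every library (0.092). The 3 filters shift the genes they share with the RPKM filter by a median of -0.044, -0.034 and -0.03, about the move of METTL3. The median of interferon-stimulated genes reversed with filterByExpr (0.008) and with no filter (0.091). That of hypoxia-induced genes passed, downward, with filterByExpr (-0.21) and with no filter (-0.20). These filters tested more genes of the lists: 24 and 27 interferon-stimulated genes in place of 10, and 33 hypoxia-induced genes in place of 29. Over the genes that also pass the RPKM filter the medians were -0.215 and -0.205 for interferon-stimulated genes, not reversed, and -0.142 and -0.133 for hypoxia-induced genes. Under fry hypoxia-induced and interferon-stimulated genes passed at unchanged medians of -0.098 and -0.171, and with an estimated correlation the immediate early genes no longer passed at -0.544. For the changes under DESeq2, fry and the estimated correlation the cause was not tested.

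Leaving out each library in turn left 1 library in a group, so no test was made; 30 values moved by more than the spread between replicates, 2 reversed, and the others stayed within that spread, or within 1.5 times for a count. Counts past the fold-change threshold alone ran from 572 to 660 higher and from 396 to 427 lower genes, against 594 and 382 with all 4 libraries, a count added after seeing the data. The median ran from 1.373 to 1.411 for PERK-ATF4 targets, 0.553 to 0.606 for XBP1-ATF6 targets, 0.961 to 0.999 for ER stress genes, 0.72 to 0.736 for genes with raised m6A peaks, -0.693 to -0.661 for genes with lowered m6A peaks and -0.206 to -0.109 for interferon-stimulated genes. ERN1 ran from 1.566 to 1.644, NEAT1 from 1.288 to 1.338 and METTL3 from 0.045 to 0.195; the METTL3 value without VIRMA-overexpressing replicate 1 was 0.045. METTL14 ran from -0.12 to 0.016 and the writer complex median from -0.12 to 0.016, both reversed without eGFP control replicate 2.

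The replicate numbers do not pair the libraries: deviations from the group means of libraries with the same number had a correlation of 0.035 across genes. With the replicate number as a block, 541 genes were higher and 356 lower. The block left VIRMA at 2.289, NEAT1 at 1.313 and the PERK-ATF4 median at 1.39, and no named result changed its side of the adjusted p threshold.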

Other observations

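The tests of blood RNA, the globin cluster, the vector, gene length, hypoxia, nutrients, copy number and host genes were chosen only after the results they bear on, or part of them, had been seen.

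HBB counts were found in the eGFP control libraries only. Activation of the beta-globin cluster is not decided: its other genes had 73 counts in the controls and 79 in the VIRMA-overexpressing libraries, a depth-adjusted ratio of 0.884, but these are few counts that vary between replicates and genes. HBG2 had 17 and 0 counts in the controls and 15 and 28 in the VIRMA-overexpressing libraries, HBE1 28 and 20 against 22 and 14, and HBD 3 and 5 against 0 and 0. RNA from blood stays open as well. Of 11 erythroid markers with any count, HBD among them, 8 had both control libraries above both VIRMA-overexpressing libraries, against 1.21 in random genes matched on total count, and 0% of 10000 random lists reached as many. Of 17 leukocyte markers, 13 did, against 3.77, but 3 of these markers, CORO1A, S100A8 and S100A9, are expressed by SKBR3 cells themselves and were tested. Against it, the alpha-globins HBA1 and HBA2 together reached 5.9% and 7.52% of the HBB counts; since the 2 genes are nearly identical, counting may have lost their reads, which keeps the explanation open. Among the other erythroid markers, ALAS2 had 44 and 22 counts in the controls and 13 and 2 in the VIRMA-overexpressing libraries, SLC4A1 had 18 and 8 against 0 and 0, and AHSP had 1 count in each control library and 0 in the others. HBB sequence in the control vector cannot be told apart either, because the lowest control count of 1543 carries no position along the gene.

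PERK-ATF4 targets were higher and proliferation genes lower. Trends on gene length and GC content are argued against as the whole cause: once the length trend was subtracted the PERK-ATF4 median was 1.397 and the proliferation median -1.086, and once the GC trend was subtracted 1.371 and -1.041. Hypoxia in the VIRMA-overexpressing cultures alone is not decided by the hypoxia-induced genes, whose median was -0.098 with members going both ways. Low oxygen in both groups was not tested. Under hypoxia the paper found more ATF4 protein and phosphorylated EIF2α in VIRMA-overexpressing than in control SKBR3 cells. A difference in nutrient supply or density of the dishes cannot be told apart from VIRMA, since each group holds its own cultures. The glucose-responsive MondoA targets TXNIP and ARRDC4, 1 of them picked by the naming rule, had a median of -2.89 (ARRDC4 -1.76). SREBP2 targets were lower in 17 of 17 genes, with a median of -0.65; the list was written after values of some of its genes, such as INSIG1 (-2.16), had been seen, so no test is given. Cytosolic ribosomal protein genes were lower in 38 of 40 genes at a median of -0.17 (limma camera adjusted p 0.000211). An effect of VIRMA itself remains among the open explanations.

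lncRNA genes were more often higher than lower, as were pseudogenes and small RNA genes. Reads of overlapping protein-coding genes are argued against as the whole cause. Of the lncRNA genes past the thresholds that overlap no protein-coding gene, 77.3% (exact 95% interval 65.3 to 86.7) were higher. The interval treats genes as independent replicates, which they are not, and does not measure the spread between cultures. Slower nonsense-mediated decay stays open: snoRNA host genes had a median of 0.105, with 11 of 15 higher, which did not pass under camera (limma adjusted p 0.29) and passed under fry (limma adjusted p 0.0364). Nuclear-retained lncRNAs were higher in 7 of 8 genes, with a median of 0.67, against 0.37 for all tested lncRNA genes; this list was written after values of some of its genes had been seen, so no test is given. MALAT1, named after its values were seen, was at 0.80.

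Copy number differences between the cell populations are argued against as the main source of the differences. In windows of 20 neighbouring tested genes, 7.4% of the genes past the thresholds lay in 1 of 27 shifted windows, against 4.3% of the other genes. The SD of the 594 window medians was 0.175, above the highest of 1000 shuffled gene orders (0.149), so a smaller regional part may be present and was not resolved further.

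Short features inside genes followed their hosts. Across 158 small RNA rows with a tested host gene, Spearman's rho of the log2 fold changes was 0.427 and Pearson's r 0.464 (permutation p 1e-04 for rho, the smallest that 10000 permutations can give; genes are not independent replicates). Of the 33 higher and 14 lower small RNA rows past the thresholds, 19 had a tested host gene, and these 19 had the sign of their host. Reads of the host gene are a candidate explanation for such rows, MIR3189 and MIR616 included.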
